# Partial Hepatectomy Induced Long Noncoding RNA Inhibits Hepatocyte Proliferation during Liver Regeneration

**DOI:** 10.1371/journal.pone.0132798

**Published:** 2015-07-24

**Authors:** Lulu Huang, Sagar S. Damle, Sheri Booten, Priyam Singh, Mahyar Sabripour, Jeff Hsu, Minji Jo, Melanie Katz, Andy Watt, Christopher E. Hart, Susan M. Freier, Brett P. Monia, Shuling Guo

## Abstract

Liver regeneration after partial hepatectomy (PHx) is a complex and well-orchestrated biological process in which synchronized cell proliferation is induced in response to the loss of liver mass. To define long noncoding RNAs (lncRNAs) that participate in the regulation of liver regeneration, we performed microarray analysis and identified more than 400 lncRNAs exhibiting significantly altered expression. Of these, one lncRNA, *LncPHx2* (Long noncoding RNA induced by PHx 2), was highly upregulated during liver regeneration. Depletion of *LncPHx2* during liver regeneration using antisense oligonucleotides led to a transient increase in hepatocyte proliferation and more rapid liver regeneration. Gene expression analysis showed that *LncPHx2* depletion resulted in upregulation of mRNAs encoding proteins known to promote cell proliferation, including MCM components, DNA polymerases, histone proteins, and transcription factors. *LncPHx2* interacts with the mRNAs of MCM components, making it a candidate to regulate the expression of MCMs and other genes post-transcriptionally. Collectively, our data demonstrate that LncPHx2 is a key lncRNA that participates in a negative feedback loop modulating hepatocyte proliferation through RNA-RNA interactions.

## Introduction

Although long noncoding RNAs (lncRNAs) such as *H19* and *Xist* were first discovered decades ago, only in the last few years have the advances in transcriptome sequencing technologies led to the discovery of thousands of previously unannotated lncRNAs [1, 2]. A recent update by the GENCODE consortium annotated 9,277 lncRNA genes that result in 14,880 transcripts [3]. Currently, lncRNAs are defined by two features: 1) the transcript is longer than 200 nucleotides and 2) does not appear to have coding potential. The first criterion of length is arbitrary and based on the purification method. Essentially, these RNAs are defined by what they are not rather than their function [2]. LncRNAs are often expressed in a tissue- and developmental stage-specific manner [1, 4], and levels of many are altered in disease states [5, 6]. Some lncRNAs have been shown to be essential for life and development, such as *Xist* [7], *Fendrr* [8, 9], and *Braveheart* [10]; others play important roles during disease progression [5], such as *Malat1* [11–14] and *Pvt1* [15]. Initially, it was thought that the main function of lncRNAs is to regulate transcription through influencing the epigenetic status of the chromatin [16]. More recently, however, lncRNAs that regulate almost every step of gene expression, including RNA processing, RNA stability, and translation, have been identified [2]. Yet the functions of most lncRNAs are unknown.

Previous studies have implicated lncRNAs in the regulation of cell proliferation [17]. To further understand the roles of lncRNAs in cell proliferation, we analysed lncRNA expression in a mouse two-thirds partial hepatectomy (PHx) liver regeneration model [18]. Liver regeneration after PHx is a very complex and well-controlled process, and requires participation of all mature liver cell types with hepatocytes being the main players [19–23]. Immediately following surgery, growth factors and cytokines work together to induce mature hepatocytes to re-enter cell cycle, which in turn triggers cell proliferation of the other cell types in the liver. Within 72 hours, hepatocytes complete 1 to 2 rounds of synchronized proliferation, and liver mass and function is fully restored in approximately 10 days. Liver mass is precisely controlled, as there is no over growth of the liver in response to PHx. A cascade of robust transcription regulation triggered by cytokine and growth factor signalling regulates this well orchestrated biological process [22, 24]. We performed genome-wide gene expression profiling to identify lncRNA expression changes during liver regeneration after PHx. We found that approximately 400 lncRNAs were differentially expressed after PHx. Interestingly, one lncRNA, *LncPHx2*, whose expression is induced after PHx, was shown to negatively regulate hepatocyte proliferation through inhibition of the genes that promote cell growth.

## Materials and Methods

### Animal experiments

PHx was performed as described before [18]. In brief, male Balb/c mice (Charles River Laboratories), 7~9 weeks of age were under isofluorane anesthesia (2% in air restrainer for induction and 1–2% via nose cone for maintenance). Left literal lobe and median lobe of the liver were removed with two separate ligatures. For experiments involving antisense oligonucleotide (ASO) treatment, mice were injected subcutaneously with LncPHx2_ASOs, control ASO, or PBS as indicated in the main text. The DEN-induced mouse HCC model was previously described [25]. In brief, male C57BL/6 mice, 15 days of age, were injected intraperitoneal with 25 mg/kg diethylnitrosamine (DEN, Sigma). A pool of DEN-injected BL/6 mice was maintained for 8 months to allow tumor formation, and then treated subcutaneously with ASOs or control reagents for 3 months before sacrificing and data collection. Animals were euthanized by exsanguination under Isoflurane inhalation followed by cervical dislocation. All animal husbandry and procedures were approved by the Institutional Animal Care and Use Committee at Isis Pharmaceuticals.

### Microarrays, RNA sequencing, and data analysis

Genome-wide profiling of mRNA and lncRNA expression changes during liver regeneration were performed using the NCode Mouse Non-coding RNA Microarray (Invitrogen). Data were normalized for intensity dependent variance using the vsn package (Bioconductor). Differentially expressed genes were identified and clustered using the maSigPro (microarray Significant Profiles) R-package. A two-step regression were performed to first identify significantly differentially expressed genes (FDR = 0.05), and then to identify the conditions that show statistically significant differences (alfa = 0.05, regression step = two.ways.backward). Genes were further filtered by goodness of fit gene profiles against gene regression models (R-squared > = 0.6), then aggregated into 9 clusters using hclust [26, 27]. To identify *LncPHx2*-regulated genes, mouse liver RNAs were analysed using Illumina True-seq protocol. Reads were processed using STAR [28]. Differential gene expression calls were made using cuffdiff [29]. GSEA analysis was done with pre-ranked gene list by expression [30].

### Antisense oligonucleotides

Antisense oligonucleotides used in this study were chemically modified with phosphorothioate in the backbone and constrained ethyl (cET) modifications in the wings with a central 10-nucleotide deoxy gap (3-10-3 gapmer). Oligonucleotides were synthesized using an Applied Biosystems 380B automated DNA synthesizer (PerkinElmer Life and Analytical Sciences, Applied Biosystems) and purified as previously described [31, 32]. ASO sequences are as follow: control ASO, 3-10-3 cET gapmer, 5’- GGCTACTACGCCGTCA-3’; LncPHx2_ASO1, 3-10-3 cET gapmer, 5’-AACTTCAAGTAACAGG-3’; LncPHx2_ASO2, 3-10-3 cET gapmer, 5’-AGGCATAACTTCAAGT-3’.

### Cell culture and transfection

Mouse cell lines MHT [33], BNL.CL2 (ATCC) and Hepa1-6 (ATCC) were cultured in DMEM containing 1% L-glutamine, 10% fetal bovine serum, and 100 units/ml penicillin/streptomycin in 5% CO_2_ at 37°C. ASOs were added to the culture media 5–12 hours after seeding cells at the indicated concentrations. Cells were harvest 48 hours after ASO-treatment.

### Plasma chemistry analysis

Blood samples were collected by cardiac puncture at time of sacrifice. Plasma chemistry values were measured on the AU480 Clinical Chemistry Analyzer (Beckman Coulter).

### RNA analysis

Cultured cells were lysed and the total RNA was extracted with Qiagen RNeasy columns. Animal tissues were homogenized in guanidine isothiocyanate solution (Invitrogen) supplemented with 8% 2-mercaptoethanol (Sigma-Aldrich). Total RNA was prepared using the Qiagen RNeasy columns. Quantitative real-time PCR (qRT-PCR) was performed using an ABI step-one sequence detector. Primer probe sequences are as follow: LncPHx1, forward, 5’-TGGATTTGGAAGCTTTGAGTGA-3’, reverse, 5’-CGTCTTTTCTCGGTGCTTGAT-3’, probe, 5’-FAM-CAGACACATGTTCCTCTTCCTCCTGCTCAX-TAMRA-3’; LncPHx2, forward, 5’-TGTTGCAGTGTGGTCCAGAGA-3’, reverse, 5’- CTGCTTCTTCTTCAGCAATGGAT-3’, probe, 5’-FAM- AGCCAGCCTTTTTGCTGTGGATCCCX-TAMRA-3’; LncPHx3, forward, 5’- GCACAGCACACTCAGAATTACAAA-3’, reverse, 5’- CCGCCTTTAATCCTAGCACTTG-3’, probe, 5’-FAM- ATGTATCCCTGGCTGGCTTGTAACCCAX-TAMRA-3’; LncPHx4, forward,5’- ACGCACCTTCCCCTGTCTT-3’, reverse 5’- TCCGCCTTCTCCATTTTGTG-3’, probe 5’-FAM- TTTGCCCTGTGTCCTTCTGTCTCCTGTT-TAMRA-3’; LncPHx5, 5’-GGGCTCCTCATGTGTTCG-3’, reverse, 5’-GGAATGGCAGAACTTCAGGA-3’, probe, 5'-FAM- TGGAAGGC-BHQ-1-3’; LncPHx6, forward, 5’-TGCCTTTGGCATTCTTTGTATCT-3’, reverse, 5’- GCAGTGCTGGTCCTCTGTGA-3’, probe, 5'-FAM-CTGCGTTTCACAGCAGCAGCCATCTAG-IOWA-BLACK (w/ internal ZEN) -3’, Ccnyl1, forward, 5’-TCGCTCCTTAGCAGATGACAAC-3’, reverse, 5’-CTTGAAATGGCCTCTAGGTTCTGT-3’, probe, 5'-FAM- ACCTGAATTTTCTGTTTGCTCCTCTCAGCA-IOWA-BLACK (w/ internal ZEN) -3’, Gapdh, forward, 5’-GGCAAATTCAACGGCACAGT-3’, reverse, 5’- GGGTCTCGCTCCTGGAAGAT-3’, probe, 5’-FAM- AAGGCCGAGAATGGGAAGCTTGTCATCX-TAMRA-3’. Taqman assay for Ccne1 (Mm00432367_m1), Mcm3 (Mm00801872_m1), Aurkb (Mm01718146_g1), Ccnb1 (Mm03053893_gH), and Rbl1 (Mm01250721_m1) were purchased from life technologies.

### Histological analysis

Animal tissues were collected, fixed in 10% buffered formalin, and paraffin embedded. Immunohistochemical analyses were performed using a Ki67-specific antibody (Thermo RM-9106-S) following manufacturer’s protocols. BrdU (Life Technologies, 00–0103) labelling was detected using BrdU *in situ* detection kit (BD, 550803). Single molecule RNA *in situ* hybridization was done using QuantiGene ViewRNA Assays (Affymetrix) following manufacturer's instructions.

### RNA interactome analysis

RNA interactome analysis was done as previously described [34]. In brief, fifteen biotinylated antisense DNA probes targeting the *LncPHx2* RNA were designed using the online designer at http://www.singlemoleculefish.com. Probes were divided based on their postions into two pools, odd pool (odd numbered probes) and even pool (even numbered probes). Eight biotinylated antisense DNA probes targeting the LacZ mRNA were used as negative control. Cells were fixed with 1% glutaraldehyde, and lysed in lysis buffer (50 mM Tris, pH 7.0, 10 mM EDTA, 1% SDS, added just before use: dithithreitol (DTT), phenylmethylsulphonyl fluoride (PMSF), protease inhibitor and Superase-In). Lysates were sonicated using Bioruptor (Diagenode) until completely solubilized. Cell lysate were diluted three times using hybridization buffer (500 mM NaCl, 1% SDS, 100 mM Tris, pH 7.0, 10 mM EDTA, 15% formamide, added just before use: DTT, PMSF, protease inhibitor, and Superase-In). Pooled probes (100 pmol) were added (1ul to 1ml of undiluted lysate), and lysate were incubated end-to-end rotation at 37°C overnight. Biotinlated probes and its associated RNPs were then captured using streptavidin-magnetic C1 beads (100ul beads/100pmol probes) and magnets (invitrogen) after wash (2×SSC, 0.5% SDS, fresh PMSF added, 5 mins at 37°C, repeat 5 times). For RNA elution, beads were treated first using proteinase K (1mg/ml, Ambion. proteinase K buffer:100 mM NaCl, 10 mM Tris, pH 7.0, 1 mM EDTA, 0.5% SDS. 50°C, 45 min, followed by boiling for 10 min). RNA was then isolated using Trizol reagent and was subject to DNase treatment (TURBO DNase kit, Ambion). qPCR analysis of *LncPHx2* and Gapdh levels were performed to determine the efficiency and purity of the experiment. cDNA libraries for RNA-seq were made using SMARTer Universal Low Input RNA Kit (Clonetech). RNA sequencing was done on an Illumina Hi-seq sequencer (single-end, 100-bp read length, 8 million reads). Sequences of probes targeting *LncPHx2* are as follow: #1, 5’-ATGGAAACCAGAATTCGCGC-3’; #2, 5’-CGAGTAACAAACTGCCGCAG-3’; #3, 5’-AAAACCAACTCTTCACCAGG-3’; #4, 5’-CATGGAGAGACCAAACTGCT-3’; #5, 5’- TGAGCAAAGGGAAGCTGTCA-3’; #6, 5’- ACATAGTTCTAGCAGATGCT-3’; #7, 5’- AGGCCAGAAAATGTCCAGAC-3’; #8, 5’- AACACATCCCTTTATCTTCT-3’; #9, 5’- ATCCACAGCAAAAAGGCTGG-3’; #10, 5’-TCTTCAGCAATGGATGGTGA-3’; #11, 5’-TAGTGTCAGGTGTGTTTGAC-3’; #12, 5’-GTGGAGAAGGGTGAGAAGAC-3’; #13, 5’-TAGGTATTTTTCAGTTCTGT-3’; #14, 5’- AATGCTAAAAGCAGGGGATC-3’; #15, 5’-AGTTTAGAGAAGTATGCCAT-3’. Sequences of control probes targeting LacZ are as follow: #1, 5’-ATTAAGTTGGGTAACGCCAG-3’; #2, 5’-AATAATTCGCGTCTGGCCTT-3’; #3, 5’- ATCTTCCAGATAACTGCCGT-3’; #4, 5’-AACTGTTACCCGTAGGTAGT-3’; #5, 5’- ACCATTTTCAATCCGCACCT-3’; #6, 5’- TGGTTCGGATAATGCGAACA-3’; #7, 5’- ATTTGATCCAGCGATACAGC-3’. Enrichment peaks were identified as described [34] with the following modifications. Coverage was computed at each position in the genome and an enrichment score (EScore) was calculated by computing the minimum coverage, scaled by number of mapped reads, between independently selected pull-down probe sets. Instead of an input sample, the minimum coverage score was normalized to lacZ probe set coverage to select against non-specific pull-down peaks. Adjacent EScores were merged using bedtools, and a mean EScore was determined. The average log2(EScore) and standard deviation of log2 (EScore) were 0.285 and 0.410, respectively. These regions had a minimum log2 (EScore) of 2, which corresponded to an enrichment greater than 4 standard deviations above the mean. The top 500 EScore regions were used in a *de novo* motif search in MEME [35]. To ensure that input peak sequences were not limited by narrow peak boundaries, the minimum input length was fixed at 100 bp (i.e., 50 bp flanking the peak centre). Reverse motif search using MAST was performed against the gene transcripts differentially expressed upon treatment with LncPHx2_ASO1, using unchanged gene transcripts as control [36].

### Statistics

Tow-tailed independent Student’s t test was used for statistical analysis in this study.

## Results

### Genome-wide lncRNA expression profiling during mouse liver regeneration after 2/3 PHx

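Liver RNA of male Balb/c mice was hybridised to a single-colour (Cy3) microarray that carries probes for mRNAs and for putative lncRNAs. Each of 25 arrays held the RNA of 1 liver. Livers were taken 4, 12, 36 or 72 hours after PHx, with 5 mice at each time, and from 5 sham operated mice. The sample labels give 4 hours after surgery for all 5 sham livers, a time that the paper does not state, and these livers served as the control for every time after PHx. A later time therefore differed from its control both by PHx and by the hours since surgery. The paper gives an age of 7~9 weeks and the labels give 8 weeks. The deposited table holds 1 intensity per probe and array on a linear scale. The median intensity was 98.35 to 102.15 on the sham arrays, 98.5 to 99.65 at 4 hours, 97.7 to 99.1 at 12 hours, 98.9 to 99.4 at 36 hours and 98.8 to 102.7 at 72 hours. The authors had thus already brought the arrays to 1 scale, whereas the values are not on the scale of the vsn transformation that the methods name. They were taken to log2 without further normalization or background correction, and 2 probes that were blank on every array were left out. This left 35979 probes. A model with 1 mean per group was fitted to all 25 arrays with limma, and p-values were adjusted by the method of Benjamini and Hochberg over these probes. The number of arrays limits the precision. Data were simulated with the spread within groups pooled over all 25 arrays and with few probes changed at 36 hours. There the fit found 16% of 50 probes changed 1.2-fold, 84% of 50 changed 1.5-fold and 100% of 50 changed 2-fold. The adjustment of p-values is less strict where many probes change, so these shares may be too low for the real arrays. Array pairs within a group had a Pearson correlation across probes of 0.981 to 0.996. The first principal component held 36.59% of the variance between arrays and the second 23.12%. Gene names were taken from the rows of S1 Table at hand, which cover 1943 distinct probes. They are complete for clusters 1, 2 and 3, hold 285 mRNAs and none of the putative lncRNAs of cluster 4, and do not reach clusters 5 to 9. Of these probes, 1719 are mRNAs and 224 are putative lncRNAs. The study chose all of them for their change on these same arrays, so counts of named genes are not independent evidence of a change.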

To identify lncRNAs that regulate cell proliferation during liver regeneration, we analysed lncRNA expression profiles in mouse liver tissue collected at 4, 12, 36, and 72 hours after PHx as synchronized hepatocyte proliferation occurs during this time window [37]. Analysis using the NCode Mouse Non-coding RNA Microarray (Invitrogen) revealed that 3653 mRNAs and 465 putative lncRNAs were differentially expressed compared to transcripts isolated from livers of control sham operated mice. 

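Across the 4 comparisons with sham livers, 11586 of 35979 probes changed over the time course, by limma's F test with an adjusted p under 0.05 and an R-squared of at least 0.6 for the group means. Without the R-squared threshold, 17610 probes passed. The split into mRNAs and putative lncRNAs was not made here, since the type of a probe was known only for the rows of S1 Table at hand. At 4 hours after PHx, 2202 probes were higher than in sham livers and 2283 were lower, together 12.47% of all probes. At 12 hours, 5872 were higher and 5427 lower, or 31.4%. At 36 hours, 4876 were higher and 4481 lower, or 26.01%. At 72 hours, 5438 were higher and 4707 lower, or 28.2%. Most of these changes were below 2-fold. A change of at least 2-fold was found for 241 probes upwards and 134 downwards at 4 hours, 607 and 1017 at 12 hours, 839 and 590 at 36 hours, and 769 and 612 at 72 hours. Between successive times, 5039 probes rose and 4732 fell from 4 to 12 hours, 5197 rose and 5410 fell from 12 to 36 hours, and 1933 rose and 1634 fell from 36 to 72 hours. Names were at hand for few of the probes that rose early. Of the 2202 probes higher at 4 hours, the rows of S1 Table at hand held 18 in cluster 1, 6 in cluster 4 and 0 in clusters 2 and 3. Among the named genes, the antimicrobial lectin Reg3b had the largest rise at 4 hours, with a log2 fold change of 1.98 (standard error 0.37, adjusted p = 6.73e-04 from limma). It also had the largest rise at 12 hours, where its log2 intensity was 12.05 ± 0.40 (SD, n = 5) against 6.51 ± 0.59 (SD, n = 5) in sham livers. At 72 hours it did not pass (adjusted p = 0.298 from limma) and lay at the level of the dimmest 30% of the array's probes, where a fall below sham could be missed. Its relative Reg3g was 2.65 higher on the log2 scale at 12 hours (adjusted p = 1.18e-07 from limma). At 36 hours the largest rise was that of Esco2, which is needed for cohesion of sister chromatids, with a log2 fold change of 4.93 (standard error 0.27, adjusted p = 9.19e-13 from limma). At 72 hours it was that of the kinase-associated phosphatase Cdkn3, with a log2 fold change of 5.04 (standard error 0.37, adjusted p = 2.80e-10 from limma). The largest rises were sought only among named genes whose 5 arrays after PHx all lay above all 5 sham arrays. This separation is thus no separate result.

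**Figure D1:**
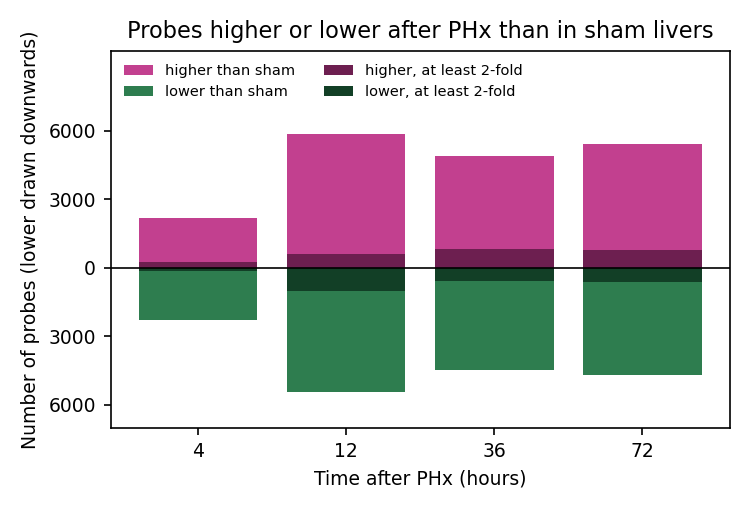
Number of probes (vertical axis) higher than in sham livers, drawn upwards, and lower, drawn downwards, by hours after PHx (horizontal axis). Dark parts of the bars are probes changed at least 2-fold. The bars are shortest at 4 hours, with 2202 probes higher and 2283 lower, and longest at 12 hours, with 5872 higher and 5427 lower.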

Differentially expressed genes were categorized into nine clusters based on their expression patterns after PHx (Fig 1A and S1 Table). 

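The group means of the 11586 probes were clustered here by hclust with complete linkage on 1 minus the Pearson correlation and divided into 9 clusters. The methods name hclust and the number of clusters, and neither the linkage nor the distance. The clusters held 2525, 2118, 1842, 1573, 1020, 1003, 901, 428 and 176 probes. The largest had its lowest mean at 12 hours and its highest at 72 hours, with mean log2 fold changes of -0.41 and 0.64 over sham. It held 28 of the 30 measured genes of mitosis. The second, of 2118 probes, was highest in sham livers and lowest at 12 hours, with a mean log2 fold change of -0.78. In the clusters of 1842 and 1573 probes the mean was highest at 12 hours, at 0.59 and 0.54. The cluster of 1020 probes fell to -0.81 at 72 hours. That of 1003 probes was raised at every time, most at 36 hours with 0.73. The cluster of 901 probes peaked at 36 hours with a mean log2 fold change of 0.91 and held LncPHx2, 10 of 14 measured genes of origin licensing, 16 of 19 of DNA synthesis and 13 of 17 of mismatch and recombination repair. The cluster of 428 probes peaked at 4 hours with 0.76, and that of 176 probes was lowest at 4 hours with -0.52 and highest at 72 hours with 0.19. With average linkage, the cluster that holds LncPHx2 had 2487 probes.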

Clusters 1, 4, 8, and 9 contain genes that were significantly upregulated after PHx. 

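For cluster 1, with its 431 probes in S1 Table, the mean over the probes was computed for each array. It was 8.02 ± 0.07 (SD, n = 5) on the log2 scale in sham livers and 9.37 ± 0.20 (SD, n = 5) at 36 hours after PHx, a difference of 1.35. All 5 arrays at 36 hours lay above all 5 sham arrays (two-sided exact permutation test, p = 0.00794, the smallest p that 5 arrays against 5 allow, and 0.00977 after adjustment over 16 tests of clusters and times). The difference from sham was 0.25 at 12 hours and 0.54 at 72 hours, each with the same p. At 4 hours it was -0.06 (exact permutation test, p = 0.222, adjusted p = 0.237). Of the 431 probes, 430 were higher than sham at 36 hours and 319 at 72 hours by limma. The 285 probes of cluster 4 at hand had a mean of 7.82 ± 0.13 (SD, n = 5) in sham livers, 9.22 ± 0.24 (SD, n = 5) at 36 hours and 9.25 ± 0.07 (SD, n = 5) at 72 hours. The differences from sham were 1.40 and 1.43, with no overlap between the arrays of the groups. At 4 and 12 hours they were -0.05 and -0.13 and did not pass (exact permutation tests, p = 0.468 and p = 0.19). Of these 285 probes, 258 were higher at 36 hours and 278 at 72 hours, and none was lower at either time. In cluster 1 the arrays at 72 hours, at 8.49 to 8.64, all lay below those at 36 hours, at 9.18 to 9.58. In cluster 4 the arrays at 72 hours, at 9.13 to 9.31, lay within the range at 36 hours, 8.90 to 9.49. The study formed the clusters on these arrays, so the directions are not independent evidence. Clusters 8 and 9 were not analysed here.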

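The 562 probes of cluster 2 had a mean of 9.17 ± 0.09 (SD, n = 5) on the log2 scale in sham livers. It was 0.54 lower at 4 hours after PHx, 0.77 lower at 12 hours, and 0.57 lower at both 36 and 72 hours. The 720 probes of cluster 3 had a sham mean of 9.32 ± 0.05 (SD, n = 5). This mean decreased by 0.38, 0.57, 0.78 and 0.76 at the 4 times. All arrays after PHx lay below all sham arrays in both clusters and at every time (exact permutation tests, each p = 0.00794). By limma, 512 of the 562 probes of cluster 2 were lower at 12 hours, and 675 of the 720 probes of cluster 3 were lower at 36 hours and 675 at 72 hours. Since all sham arrays are of livers taken at 4 hours, the comparison at 4 hours is the one with equal time since surgery. At that time 434 probes of cluster 2 and 367 of cluster 3 were lower and none was higher. The largest falls were sought only among named genes whose 5 arrays after PHx all lay below all 5 sham arrays. Among these the largest fall at 36 and 72 hours was that of Rgs16, a regulator of G protein signalling. Its log2 intensity was 13.08 ± 0.53 (SD, n = 5) in sham livers and 7.75 ± 0.73 (SD, n = 5) at 36 hours. At 4 hours it was already 11.08 ± 0.32 (SD, n = 5), with an adjusted p of 4.11e-04 from limma. The chemokine Cxcl1 did not pass at 4 hours, with a log2 fold change of -0.43 (adjusted p = 0.584 from limma), and reached -4.81 at 72 hours (adjusted p = 1.09e-09 from limma). The largest fall at 12 hours was that of Sntg2, a syntrophin, with a log2 fold change of -2.94, followed by Gne, an enzyme of sialic acid synthesis, with -2.51 and Cyp2b9, a cytochrome P450, with -2.49. All 3 genes of drug metabolism with a named probe, Cyp2b9, Cyp2c38 and Cyp2c50, were lower at every time, with a median log2 fold change of -2.15 at 12 hours. Of the hepatocyte functions with 2 named genes, fatty acid oxidation (Cpt1a and Ppara) had a median log2 fold change of -1.37 at 36 hours, the acute phase genes Lbp and Crp had one of -1.01 and the secreted proteins F2 and F9 one of -0.69. Fatty acid synthesis (Mid1ip1 and Scd2) went the other way, with 1.18. Falls at 36 hours were not confined to hepatocyte functions, as the housekeeping gene Tbp (-0.92), Col14a1 of stellate cells (-0.71), Clec1b of endothelial cells (-0.67) and Anxa4 of cholangiocytes (-0.55) were lower too. The genes named here, too, were chosen by the study for their change on these arrays. Cluster 6 was not analysed here.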

Clusters 2, 3, and 6 contain genes that were significantly downregulated. Clusters 5 and 7 contain genes that were down- (cluster 5) or up- (cluster 7) regulated immediately after PHx and then the reverse at later time points. 

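By limma, 629 of 35979 probes passed in opposite directions at 4 and at 72 hours after PHx. Of these, 318 were first higher and then lower than sham, and 311 were first lower and then higher. Both comparisons used the same 5 sham arrays. With all groups unchanged, none of 20 simulations gave a reversed probe. Such groups give hardly any calls, so this does not decide what shared controls do where many probes change. Independent lists of the same lengths would share 288.1 and 345.1 probes in these directions. The first observed count lay above and the second below. Those expected counts take every probe as equally likely to be called, whereas few dim probes were. At 4 hours the dimmest 10% of probes held 14 calls upwards and 9 downwards, and the brightest 10% held 351 and 392. At 72 hours these were 49 and 38 against 911 and 819. Independent lists with this dependence on intensity would share more probes, so no clear excess over independent lists was seen. When the sham arrays were divided, so that each time had its own controls, a median of 170 probes was first higher (range 87 to 380 over 20 divisions) and of 125.5 first lower (range 49 to 465). Each time then had fewer sham arrays, so the lower medians need not come from the separation of the controls. The probes of clusters 5 and 7 were not analysed here by name. Of the rows of S1 Table at hand, 82 probes reversed, each first lower and then higher. This direction was nearly fixed by the rows at hand, which are of clusters 1 to 4. No probe of clusters 2 and 3 was higher at 4 hours, and none of cluster 4 was lower at 72 hours. In cluster 1, 18 were higher at 4 hours and 9 were lower at 72 hours. The direction therefore does not bear on clusters 5 and 7. The largest early fall among named genes that later rose was that of Bcar3, an adaptor of p130Cas signalling. Its log2 fold change was -1.39 at 4 hours (standard error 0.17, adjusted p = 5.10e-06 from limma) and 0.71 at 72 hours (adjusted p = 0.00217 from limma). A second probe of Bcar3 gave -1.28 and 0.83. The lipogenic gene Mid1ip1 moved from -0.77 to 0.67, and the p53 target Sesn1 from -0.59 to 0.59.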

KEGG pathway analysis was performed on the coding genes in each cluster. 

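Lists of genes by function had been fixed before the array values were examined, when the names and clusters of S1 Table had been seen. Their members with a named probe, all taken from clusters 1 to 4, were counted. No enrichment of a pathway was tested here, since names of the remaining probes of the array were not at hand. At 36 hours after PHx, all 14 measured genes of origin licensing were higher than in sham livers, with a median log2 fold change of 3.07 and a range of 1.04 to 4.64. At 4 hours none was higher and Mcm4 was lower, and at 12 hours 5 were higher and 1 was lower. All 19 genes of DNA synthesis (median 2.32), all 17 of mismatch and recombination repair (median 1.59), all 3 replication-dependent histones (median 1.56) and all 30 of mitosis (median 2.37) were also higher at 36 hours. Adjusted over the list alone, the counts at 36 hours were 14, 19, 17, 3 and 30. Over the whole array, 4876 of 35979 probes were higher at 36 hours, but 430 of 431 in cluster 1 and 258 of 285 in cluster 4. For members from these 2 clusters the counts were thus nearly fixed by the study's choice of probes. Of 9 regulators of the passage from G1 to S phase, 8 were higher and the inhibitor Cdkn1b was lower, with a log2 fold change of -0.58 (standard error 0.15, adjusted p = 0.00459 from limma). Mcm2 encodes a subunit of the replicative helicase. Its log2 intensity was 7.29 ± 0.16 (SD, n = 5) in sham livers and 11.14 ± 0.20 (SD, n = 5) at 36 hours, and its log2 fold change was 3.86 (standard error 0.12, adjusted p = 1.36e-16 from limma). It had already risen by 0.64 at 12 hours (adjusted p = 2.20e-04 from limma). The log2 fold changes of Mcm5 and Mcm6 at 36 hours were 4.57 and 4.64. The transcription factor E2f1 was lower than sham at 12 hours, with a log2 fold change of -0.49 (adjusted p = 0.0253 from limma), and higher at 36 hours, with 3.03 (adjusted p = 6.81e-13 from limma). By limma's contrast of 72 with 36 hours, 12 of the 14 genes of origin licensing, 17 of 19 of DNA synthesis and 17 of 17 of repair fell, and none of these genes rose. Of the 3 histones, 2 fell and H3c8 rose, with a difference of 0.69 (adjusted p = 0.0415 from limma). Of the 30 genes of mitosis, 5 rose, 3 fell and 22 did not pass, and all 30 were still above sham at 72 hours. The difference between the lists was not tested. Mcm2 decreased by 1.88 between these times (standard error 0.12, adjusted p = 3.03e-10 from limma). Ccnb2, a cyclin of mitosis and 1 of the 5 genes of that list that rose, increased by 2.11 (standard error 0.36, adjusted p = 2.22e-04 from limma).

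**Figure D2:**
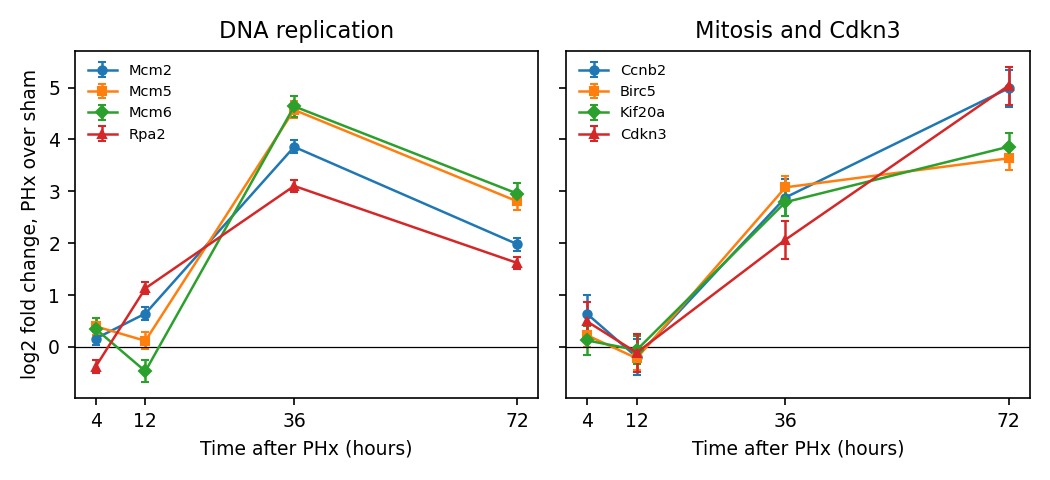
Log2 fold change over sham (vertical axis) by hours after PHx (horizontal axis) for 4 genes of DNA replication (left) and for 3 genes of mitosis and Cdkn3 (right). Points are differences of group means of 5 livers and bars are standard errors from limma. The genes on the left were highest at 36 hours, and those on the right had their highest mean at 72 hours, although Birc5 did not differ detectably between 36 and 72 hours (adjusted p = 0.129 from limma). Ccnb2, Kif20a and Cdkn3 are among the named genes with the largest rise at 72 hours and do not stand for the whole list. Of the 30 measured genes of mitosis, 5 rose from 36 to 72 hours, 3 fell and 22 did not pass.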

We found that clusters 1and 4 were significantly enriched in genes regulating cell-cycle and cell proliferation (Fig 1B). We hypothesized that the lncRNAs within these two clusters might also affect cell-cycle and cell proliferation and, therefore, focused on the lncRNAs within these two clusters.

**Fig 1:**
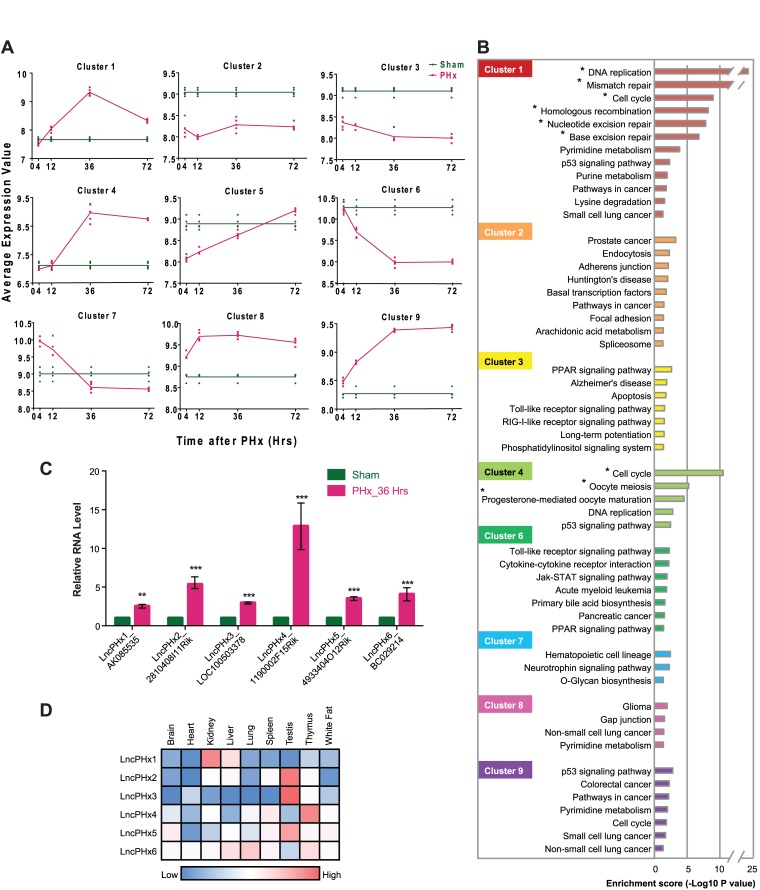
Gene expression profiling of mouse liver regeneration after PHx. (A) Differentially expressed mRNAs and putative lncRNAs were clustered based on their expression pattern during liver regeneration after PHx. Normalized average probe intensity was plotted over the time course of liver regeneration. Cluster 1 contains 401 mRNA and 30 lncRNA transcripts. Cluster 2 contains 471 mRNA and 91 lncRNA transcripts. Cluster 3 contains 610 mRNA and 110 lncRNA transcripts. Cluster 4 contains 385 mRNA and 46 lncRNA transcripts. Cluster 5 contains 146 mRNA and 17 lncRNA transcripts. Cluster 6 contains 410 mRNA and 73 lncRNA transcripts. Cluster 7 contains 254 mRNA and 37 lncRNA transcripts. Cluster 8 contains 330 mRNA and 17 lncRNA transcripts. Cluster 9 contains 646 mRNA and 44 lncRNA transcripts. Sham: liver RNAs of mice subjected to sham surgery. PHx: liver RNAs of mice subjected to PHx surgery. n = 5 for each time point. (B) Pathway analysis of the eight gene clusters using David KEGG pathway tools. Cluster 5 has no enriched pathway (not shown). * Pathway with FDR<0.05. (C) qPCR analysis of the levels of lncRNA transcripts. The mRNA level of the housekeeping gene *Gapdh* and total RNA amount determined by Ribogreen staining (Life Technology) were used as controls. The RNA levels in livers of mice subjected to sham surgery were set as 1. n = 5. Statistical analysis was performed using the Student's t test. * p<0.05; **p < 0.01; ***p < 0.001. (D) LncRNA expression in nine mouse tissues collected from Encode RNA-seq database. FPKM of lncRNA expression in each tissue was plotted against the mean value of each row. Red indicates higher expression. Blue indicates lower expression.

We manually curated putative lncRNA transcripts in clusters 1and 4 by using the UCSC genome browser to look for supporting evidence of mouse expressed sequence tags (ESTs) [38]. 

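The 30 putative lncRNA probes of cluster 1 were ranked here by their log2 fold change at 36 hours after PHx. Those of cluster 4 were not analysed here. The transcript AK021390, whose host gene in S1 Table is Hells, and AK014078 are given without a rank. In sham livers they lay at the level of the dimmest 30% of the array's probes, so their fold changes are lower bounds. The log2 intensity of AK021390 was 6.09 ± 0.36 (SD, n = 5) in sham livers and 8.80 ± 0.46 (SD, n = 5) at 36 hours, at least 2.72 higher (adjusted p = 2.82e-11 from limma). AK014078 was at 5.85 in sham livers and at least 1.14 higher at 36 hours. Of the others, LncPHx2 (2810408I11Rik) ranked first. The second was Gm28453 (1700010N08Rik in S1 Table), with a log2 fold change of 2.34 (standard error 0.12, adjusted p = 1.16e-13 from limma). The next were BC004707 with 1.53, the probe IVGNm08429 with 1.38, AU044698 with 1.36, AK050988 with 1.33, 4921509J17Rik with 1.32 and AK080078 with 1.25. All 10 named so far were higher than in sham livers at an adjusted p under 0.05. A putative lncRNA that lies within a protein-coding gene may share its signal with that gene's mRNA, and the arrays do not separate them for AK021390, BC004707, AK050988 and AK080078. Of the transcripts in Fig 1C, 4933404O12Rik had a log2 fold change of 1.06 at 36 hours (standard error 0.10, adjusted p = 1.86e-08 from limma). 1190002F15Rik (now Lockd) was also at the level of the dimmest 30% in sham livers, at 5.81 ± 0.12 (SD, n = 5) on the log2 scale, and was at least 1.13 higher at 36 hours (adjusted p = 4.97e-07 from limma). From the pathways of clusters 1 and 4, the paper proposes that the lncRNAs of these clusters might also affect the cell cycle and proliferation.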

We also evaluated the coding potential of these putative lncRNAs using PhyloCSF [39]. qPCR primer/probe sets were designed to amplify the ten most upregulated transcripts that appeared to be lncRNAs based on supporting ESTs and lack of coding potential. Six of the ten lncRNAs were confirmed to be significantly upregulated during liver regeneration (Fig 1C). We named these 6 lncRNAs *lncRNA induced by PHx 1–6* (*LncPHx1-6*) (Fig 1C). Analysis of data obtained on nine mouse tissues available in the Encode RNA-seq database [40] showed that most of these lncRNAs are expressed in tissue-specific manners, with low to median expression in normal mouse liver (Fig 1D).

To study the functions of these lncRNAs, we designed antisense oligonucleotides (ASOs) to deplete them in cell culture and in vivo. We found that one lncRNA, *LncPHx2*, regulates hepatocyte proliferation in liver regeneration after PHx.

### *LncPHx2* is highly induced during liver regeneration

*LncPHx2* (*2810408I11Rik*) from cluster 1, located on chromosome 1, is in proximity (553 bp upstream) in the antisense direction to a coding gene with unknown function, Cyclin Y like 1 (*Ccnyl1*) (Fig 2A). 

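On the arrays, the probe IVGNm09616 measured 2810408I11Rik. Its log2 intensity was 8.51 ± 0.23 (SD, n = 5) in sham livers, 8.02 ± 0.28 (SD, n = 5) at 4 hours after PHx, 8.47 ± 0.68 (SD, n = 5) at 12 hours, 11.38 ± 0.42 (SD, n = 5) at 36 hours and 10.00 ± 0.18 (SD, n = 5) at 72 hours. The log2 fold change over sham at 36 hours was 2.87 (standard error 0.24, adjusted p = 1.17e-09 from limma), or 7.32-fold. At 72 hours the level was 2.82-fold that of sham (adjusted p = 2.61e-05 from limma). All 5 arrays at each of these times lay above all 5 sham arrays. At 4 and 12 hours the probe did not pass, with log2 fold changes of -0.48 and -0.04 (adjusted p = 0.226 and adjusted p = 0.937 from limma). The rise took place between 12 and 36 hours, with a difference of 2.91 (adjusted p = 6.58e-10 from limma), and the level then decreased by 1.38 from 36 to 72 hours (adjusted p = 2.77e-04 from limma). In the reference annotation of the mouse genome, LncPHx2 is listed as a lncRNA on chromosome 1. Ccnyl1 follows it, and Fzd5 comes after Ccnyl1. On the other side lie the lncRNA Gm29152 and the genes Mettl21a and Creb1. No probe of these neighbours was named here.

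**Figure D3:**
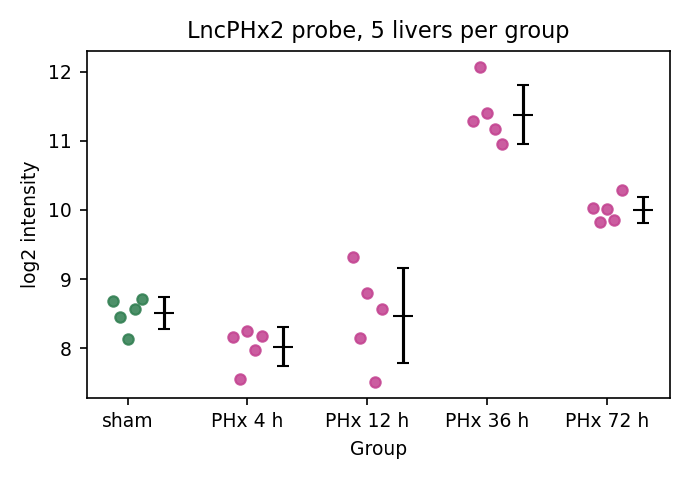
Log2 intensity (vertical axis) of the LncPHx2 probe in each liver, by group (horizontal axis). Points are single livers, and the bars beside them give the mean ± SD of 5 livers. The 5 livers at 36 hours lie between 10.95 and 12.07, above the 5 sham livers between 8.13 and 8.71.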

*LncPHx2* is highly upregulated during the hepatocyte proliferation stage of liver regeneration, between 24 and 72 hours after PHx, with peak expression observed at 60 hours after PHx (Fig 2B). Its neighbour gene *Ccnyl1* was slightly upregulated during liver regeneration (categorized in cluster 8) (S1 Fig). Three isoforms have been reported for the *LncPHx2* locus in Ensembl Genome Browser (S1 Fig); but only the 713-bp transcript (AK013046) could be cloned and detected by qPCR and by northern blot from mouse liver extracts (Fig 2B and 2C). *LncPHx2* was expressed in many mouse tissues with the highest expression detected in mouse testis (Fig 2D), confirming the Encode mouse tissue expression data (Fig 1D). Single molecule RNA i*n situ* hybridization showed that *LncPHx2* transcripts were localized mainly in the cytoplasm of hepatocytes in mouse liver (Fig 2E). *LncPHx2* RNA was also detected mainly in the cytoplasmic rather than the nuclear fraction in the cultured hepatocyte cell lines MHT and BNL.CL2 (S1 Fig and data not shown).

**Fig 2:**
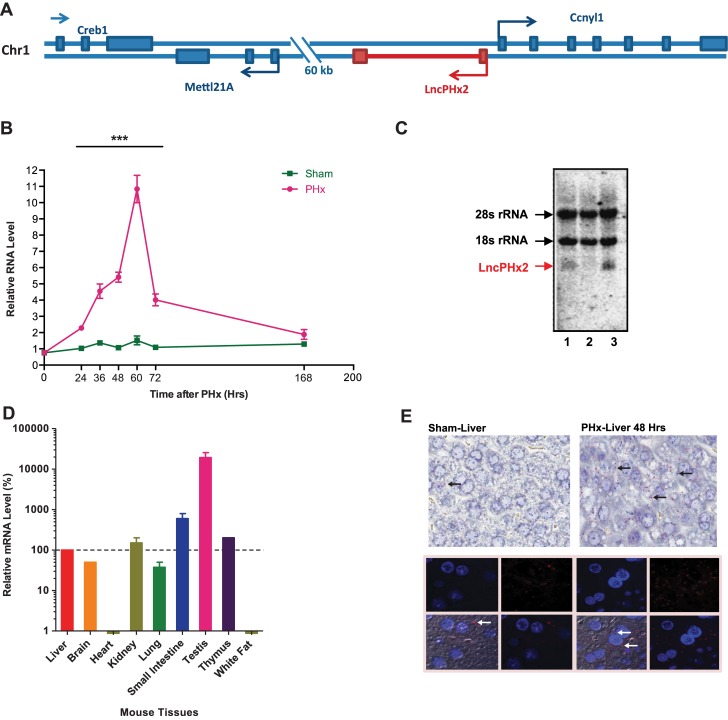
Characterization of *LncPHx2*. (A) *LncPHx2* gene structure and genomic location. (B) qPCR analysis of *LncPHx2* expression after PHx. The RNA levels in the livers at time 0 after sham surgery were set as 1. Data were quantified and statistically analysed as in Fig 1C. (C) Northern blot of *LncPHx2* in mouse livers. Lane 1, RNA from mouse liver treated with PBS. Lane2, RNA from mouse liver treated with ASO specifically targeting *LncPHx2*. Lane 3, RNA from mouse liver collected at 48 hours after PHx surgery. (D) qPCR analysis of *LncPHx2* levels in nine mouse tissues. *LncPHx2* level was normalized to total RNA amount measured by Ribogreen (Life Technologies). *LncPHx2* level in mouse liver was set as 1. (E) *LncPHx2* single molecule RNA *in situ* hybridization in livers of mice subjected to sham or PHx surgery. Upper panels: Light microscopy images. *In situ* signal of *LncPHx2* is red, as indicated by arrows. Liver sections were counter-stained by H&E. Lower panels: Fluorescent microscopy images. *In situ* signal of *LncPHx2* is red, as indicated by arrows. The nucleus was stained by DAPI.

### *LncPHx2* regulates hepatocyte proliferation during liver regeneration after PHx

To characterize the function of *LncPHx2*, we developed two ASOs that efficiently target *LncPHx2* for degradation by RNase H-mediated mechanism [31, 32](S2 Fig). We treated mice subcutaneously with LncPHx2_ASOs, and then performed PHx surgery as shown in Fig 3A. LncPHx2_ASO1 treatment completely blocked the upregulation of *LncPHx2* during the liver regeneration process (Fig 3B). Interestingly, mice treated with LncPHx2_ASO1 had more rapid liver weight recovery compared to PBS-treated mice (Fig 3C). The effect on liver weight was significant at 48 hours after PHx, and livers in LncPHx2_ASO1-treated mice remained heavier 15 days after PHx (Fig 3C). The body weights of LncPHx2_ASO1-treated mice were not significantly different from PBS_treated mice (data not shown). The same phenotype was observed with two different ASOs targeting *LncPHx2*, but not with scrambled control ASO (S3 Fig). More proliferating cells were observed at 36 and 60 hours after PHx in LncPHx2_ASO1-treated mice than in controls, as demonstrated by higher percentages of Ki67 staining and BrdU labelling (Fig 3D). No measurable differences in cell proliferation between LncPHx2_ASO1-treated and PBS-treated mice were observed at later time points (Fig 3D). qPCR analyses showed elevated expression of cell-cycle marker genes in LncPHx2_ASO1-treated mice including genes encoding Cyclin E1 (*Ccne1*), Cyclin B1 (*Ccnb1*), and Aurora Kinase B (*Aurkb*) at 36 hours after PHx, and Mini-chromosome maintenance complex component 3 (*Mcm3*) at both 36 and 48 hours after PHx (Fig 3E). *Ccnyl1* mRNA levels did not change upon *LncPHx2*-depletion in either regenerating livers or in livers subjected to sham surgery (data not shown). In addition, we observed a faster recovery of liver aspartate transaminase (AST) levels in plasma of LncPHx2_ASO1-treated mice than in controls, suggesting that suppression of *LncPHx2* resulted in a more rapid recovery of liver function (Fig 3F). As inhibition of *LncPHx2* expression led to increased hepatocyte proliferation after partial hepatectomy, *LncPHx2* appears to function as a negative regulator of cell proliferation during liver regeneration.

**Fig 3:**
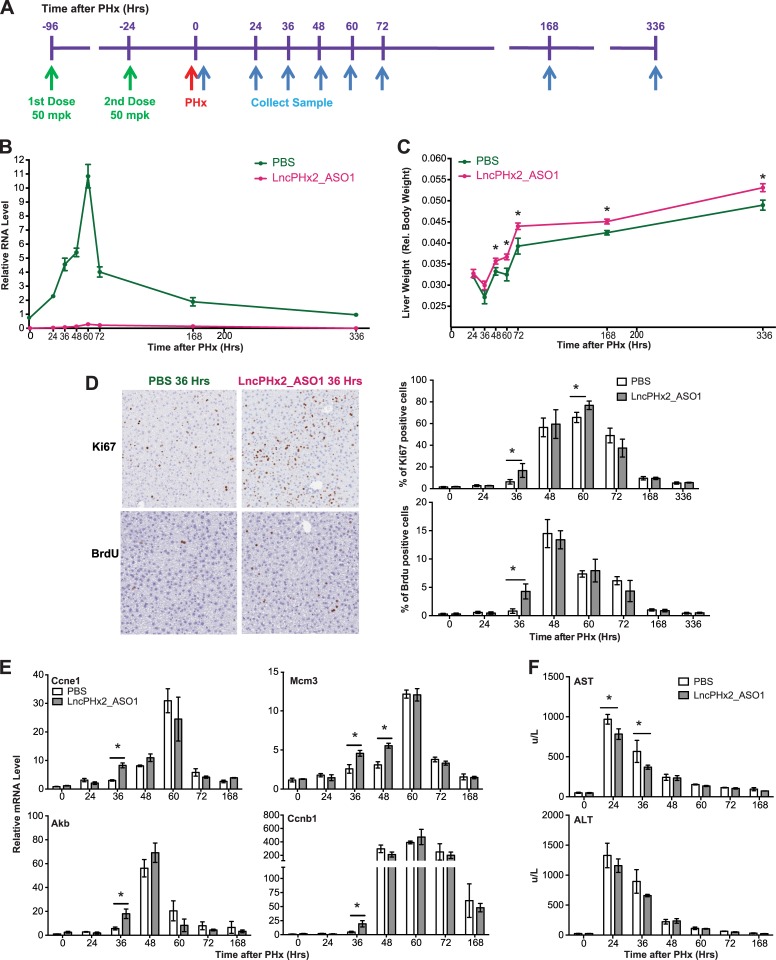
Depletion of *LncPHx2* promotes hepatocyte proliferation in liver regeneration. (A) Experimental procedure. Mice were given two doses of PBS or LncPHx2_ASO1 at 50 mg/kg (mpk) (indicated by green arrows) before PHx (indicated by red arrow). Animals were sacrificed at eight time points after PHx (indicated by blue arrows). n = 3 for 0, 24, 36, 48, 60, 72, and 168 hour time points. n = 4 for 336 hour time point. (B) qPCR analysis of *LncPHx2* in livers of mice treated with LncPHx2_ASO1 or PBS. The RNA levels in the PBS-treated livers at time 0 after PHx were set as 1. Data were quantified and statistically analysed as in Fig 1C. (C) Liver to body weight ratios measured at indicated time points after PHx. (D) Left panel: Representative images of Ki67 staining and BrdU labelling of livers from mice treated with LncPHx2_ASO1 or PBS at 36 hours after PHx. Right panel: Histogram and statistics of Ki67 staining and BrdU labelling of mouse livers after PHx at indicated time points after PHx. (E) qPCR analysis of cell-cycle marker gene expression in mouse livers at indicated time points after PHx. mRNA levels in the PBS-treated livers at time 0 after PHx were set as 1. Data were quantified and statistically analysed as in Fig 1C. (F) Liver aspartate transaminase (AST) levels (top panel) and alanine transaminase (ALT) levels (bottom panel) in mouse plasma measured at indicated time points after PHx.

### *LncPHx2* suppresses the upregulation of positive cell-cycle regulators during liver regeneration

To investigate the mechanism that underlies the function of *LncPHx2* in regulation of hepatocyte proliferation, we performed RNA-seq analysis on livers of mice subjected to PHx or to sham surgery after treatment with LncPHx2_ASO1 or with PBS. Gene expression profiling was performed at 48 hours post-surgery since it was at this time point that we first observed liver weight differences between ASO-treated and PBS-treated mice. In PBS-treated mice, 1,973 genes (14.8% of 13,326 expressed genes) were significantly upregulated, and 1,915 genes (14.3%) were significantly downregulated at 48 hours after PHx compared to gene expression in PBS-treated mice subjected to sham surgery (Fig 4A left panel and S2 Table). In LncPHx2_ASO1-treated mice, 1,812 genes (13.5%) were significantly upregulated, and 1,465 genes (11.0%) were significantly downregulated at 48 hours after PHx compared to mice treated with ASO and subjected to sham surgery (Fig 4A right panel and S2 Table). The overlap between the two groups included 1,381 upregulated genes and 1,123 downregulated genes (Fig 4B and S2 Table). Interestingly, there were nearly equal numbers of up- and downregulated genes in the PBS-treated mouse livers at 48 hours after PHx (14.8% upregulated genes vs. 14.3% downregulated genes), whereas there were more genes upregulated than downregulated in the LncPHx2_ASO1-treated mouse livers (13.5% vs. 11.0%).

**Fig 4:**
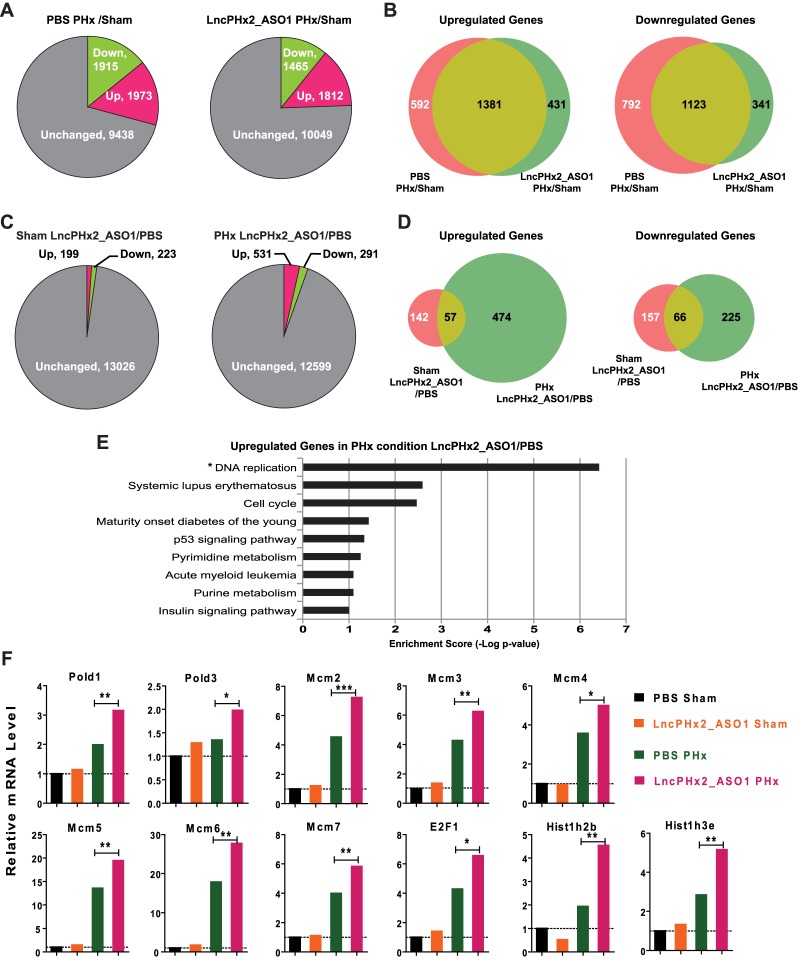
Genome-wide gene expression profiling of *LncPHx2* regulated genes. RNA-seq analysis of liver RNAs from mice treated with PBS or LncPHx2_ASO1 and subjected to Sham or PHx surgery. n = 3 for each group. (A) Pie charts of differentially expressed genes at 48 hours after PHx surgery compared to sham surgery in PBS-treated mice (left panel) and in LncPHx2_ASO1-treated mice (right panel). (B) Venn diagram comparing differentially expressed genes at 48 hours after PHx in PBS- and LncPHx2_ASO1-treated mice. Left panel: Upregulated genes. Right panel: Downregulated genes. (C) Pie charts of differentially expressed genes in LncPHx2_ASO1-treated mice compared to PBS-treated mice at 48 hours after sham (left panel) and PHx surgery (right panel). (D) Venn diagrams of differentially expressed genes in LncPHx2_ASO1-treated mouse livers under either sham or PHx conditions compared to PBS-treated mouse livers under the same conditions. Left panel: Upregulated genes. Right panel: Downregulated genes. (E) KEGG pathway analysis of genes upregulated in regenerating livers from LncPHx2_ASO1-treated mice compared to PBS-treated mice at 48 hours after PHx. * Pathway with FDR<0.05. (F) RNA-seq results of representative genes in each treatment condition indicated. mRNA levels in PBS-treated mice with sham surgery were set as 1. Ratios and statistics were done using cuffdiff. * p<0.01; **p < 0.001; ***p < 0.0001

When the data from LncPHx2_ASO1-treated mice subjected to sham surgery were compared to data from PBS-treated mice subjected to sham surgery, we found that 199 genes were significantly upregulated, and 223 genes were significantly downregulated (Fig 4C left panel, and S2 Table). These are likely the genes regulated by *LncPHx2* in normal livers. When data from animals subjected to PHx with LncPHx2_ASO1 treatment were compared to those treated with PBS, we found that 531 genes were significantly upregulated, and 291 genes were significantly downregulated (Fig 4C right panel, and S2 Table). These are likely the genes regulated by *LncPHx2* during liver regeneration. There were about equal numbers of up- (199) and downregulated (223) genes in sham liver in LncPHx2_ASO1-treated mice, whereas there were 1.8-fold more upregulated genes (531) than downregulated genes (291) in regenerating liver upon *LncPHx2* depletion (Fig 4C). The overlap between the two groups included 57 upregulated genes and 66 downregulated genes (Fig 4D and S2 Table). KEGG pathway analysis was performed to identify pathway enrichment in these differentially expressed gene subsets. We found that genes promoting cell proliferation were enriched in the genes upregulated upon *LncPHx2* depletion in regenerating livers (Fig 4E), but in livers of mice treated with ASO and subjected to sham surgery, no enrichment of these genes was found (data not shown). Genes that appear to be regulated by *LncPHx2* include those that encode DNA polymerases (*Pold1* and *Pold3*), mini-chromosome maintenance complex components (*Mcm2*, *3*, *4*, *5*, *6*, and *7*), histone proteins (such as *Hist1h3e* and *Hist1h4b*), and transcription factors that are involved in cell-cycle regulation (such as *E2F1*) (Fig 4F). The genes regulated are consistent with the increased cell proliferation phenotype we observed in *LncPHx2*-depleted regenerating livers. Moreover, the levels of these genes are not changed in *LncPHx2*-depleted mouse livers subjected to sham operation (Fig 4F), in which no increased cell proliferation was observed (data not shown). These results suggest that *LncPHx2* negatively regulates cell proliferation specifically in regenerating livers in response to PHx through modulating the expression of genes that promote cell proliferation.

### Gene expression signature of *LncPHx2*-depleted regenerating livers is similar to that of HCC tumours

To further investigate what pathways are regulated by *LncPHx2*, we employed Gene Set Enrichment Analysis (GSEA) to search for enrichment across the Molecular Signatures Database (MSigDB), after ranking genes according to differential expression. We found that genes involved in cell proliferation, such as those involved in meiosis and DNA synthesis were positively associated with the *LncPHx2*-depleted regenerating liver gene set (S4 Fig). Interestingly we also found that genes downregulated in cancers, were also downregulated in regenerating livers depleted of *LncPHx2* (S5 Fig). Comparison with the oncogenic signature datasets in MSigDB revealed that the genes upregulated by *LncPHx2*-depletion in regenerating liver is also upregulated when tumour suppressor retinoblastoma protein (RB), retinoblastoma-like 1 (RBL1), and breast cancer 1 (BRCA1) were depleted (S5 Fig). These correlations suggest that *LncPHx2* might function as a tumour suppressor.

To test this hypothesis, we employed a diethylnitrosamine (DEN)-induced mouse hepatocellular carcinoma (HCC) model, since genes downregulated in DEN-induced HCC were among the top negatively associated gene datasets to the *LncPHx2*-depleted regenerating liver gene set (S5 Fig). In addition, we found that *LncPHx2* expression was moderately upregulated in tumours from mice with DEN-induced HCC compared to levels in adjacent tissue (S5 Fig). DEN-treated mice were injected with PBS, control ASO or LncPHx2_ASO1 subcutaneously (S5 Fig). *LncPHx2* expression in tumour cells was significantly reduced in mice treated with LncPHx2_ASO1 compared to levels in tumour cells from control mice (S5 Fig). The tumour volumes, however, were indistinguishable between those from LncPHx2_ASO1-treated mice and PBS- and control ASO-treated mice (S5 Fig). These results indicate that the depletion of *LncPHx2* alone is not sufficient to augment tumour progression in the DEN-induced HCC mouse model.

### *LncPHx2* interacts with many mRNAs including several encoding proteins involved in cell proliferation

Cytoplasmic lncRNAs have been shown to regulate gene expression through RNA-RNA interactions [34]. To investigate whether *LncPHx2* directly interacts with mRNAs, we adapted a previously described RNA interactome approach [34]. Biotinylated DNA probes targeting *LncPHx2* were used to precipitate endogenous *LncPHx2* and associated RNAs from Hepa1-6 cells. Using this method, we recovered more than 95% of endogenous *LncPHx2* RNAs (Fig 5A). The associated RNAs were sequenced and 415 unique transcripts were identified, suggesting that *LncPHx2* is associated with multiple RNAs (S3 Table). The sequences of associated RNA fragments were subjected to a *de novo* motif search using MEME (Motif-based sequence analysis tools) [35]. We identified a 21-nucleotide motif that was strongly enriched in *LncPHx2*-interacting RNAs (Fig 5B). Interestingly, this motif is present in tandem in both sense and antisense directions in the *LncPHx2* RNA itself (Fig 5B).

**Fig 5:**
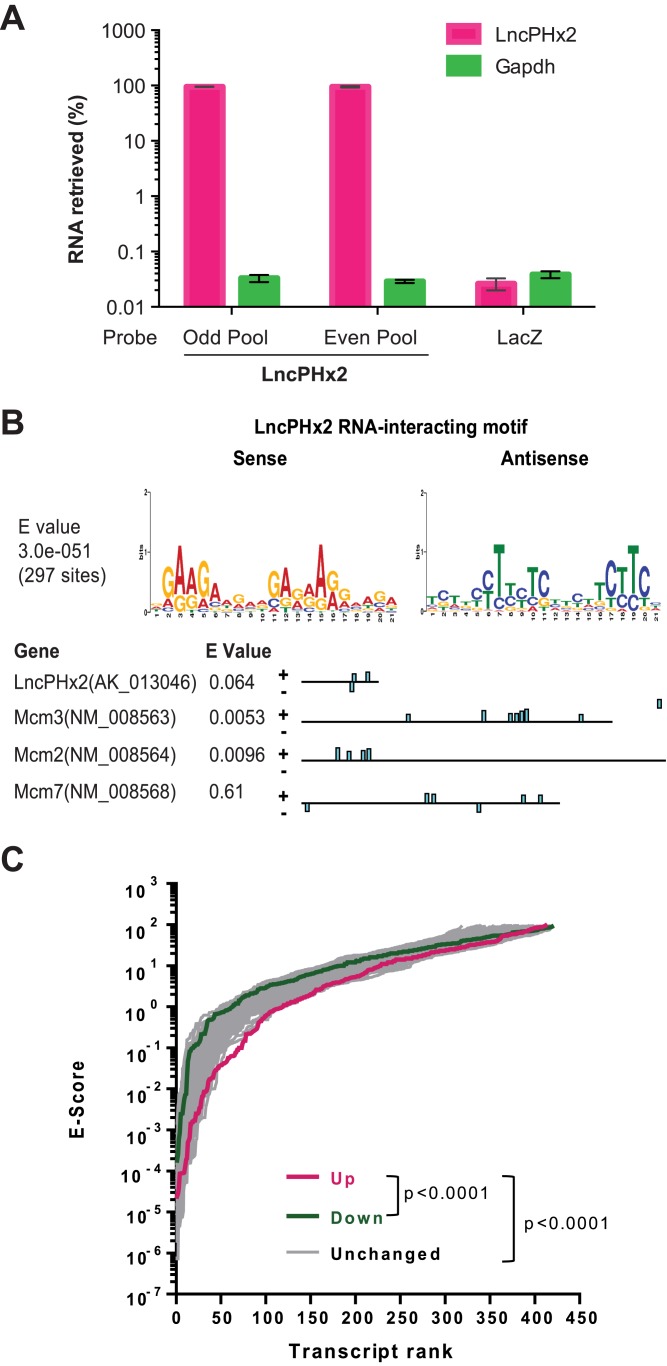
Identify *LncPHx2* RNA-interactome. (A) qPCR analysis of *LncPHx2* recovery in RNA samples from *LncPHx2* RNA-interactome experiment. Odd pool: pool of odd numbered probes bind to *LncPHx2* RNA. Even pool: pool of even numbered probes bind to *LncPHx2* RNA. LacZ: control probes bind to LacZ mRNA. (B) Upper panel: *LncPHx2* RNA-interacting motif identified from 415 *LncPHx2* interacting sites using MEME de novo motif search tool. Lower panel: *LncPHx2* RNA-interacting motif in *LncPHx2*, *Mcm2*, *Mcm3* and *Mcm7* transcripts. (C) *LncPHx2* RNA-interacting motif enrichment in differentially expressed genes in regenerating liver upon *LncPHx2*-depletion. Motif-search for the *LncPHx2* RNA-interacting motif was performed on 300 upregulated, 291 downregulated and 100 sets of 300 randomly sampled unchanged gene transcript sequences in *LncPHx2*-depleted regenerating liver using MAST with default parameters (e-value cutoff 100, maximum p-value for motif match = 0.0001). Student’s t-test was performed on log-transformed e-scores from the 3 groups.

We found that mRNAs encoding MCM2, MCM3 and MCMC7, which were upregulated upon *LncPHx2*-depletion in regenerating livers, were associated with *LncPHx2* in Hepa1-6 cells. The MCM2-7 proteins are key components of the DNA pre-replication complex and are required for initiation of eukaryotic genome replication [41]. Both gain- and loss-of-function analyses demonstrated that MCMs promote cell proliferation [42]. The *LncPHx2* RNA-interacting motif is present in these three Mcm mRNAs with high significance as evaluated by MAST (Motif-based sequence analysis tools)[36] (Fig 5B). With the exception of these mRNAs and those listed in S4 Table, we did not observe significant overlap between the mRNAs that are associated with *LncPHx2* in Hepa1-6 cells and those that are differentially expressed upon *LncPHx2*-depletion during liver regeneration. The systems in which these experiments were performed (an *in vitro* cell line vs. regenerating liver) are very different, and *LncPHx2* probably regulates different sets of genes under different biological conditions.

Since it is technically challenging to pull-down endogenous *LncPHx2* and its associated RNAs in regenerating liver, we evaluated *LncPHx2* RNA-interacting motif enrichment in the differentially expressed genes in *LncPHx2*-depleted regenerating livers *in silico*. MAST reverse motif search were performed on similar numbers of genes from upregulated (top 300 out of 531) and downregulated (291 out of 291) gene categories, as the results of MAST is influenced by numbers of sequences submitted for each query [36]. A hundred sets of 300 randomly sampled genes from unchanged gene category were used as control. We found a significant enrichment of the *LncPHx2* motif in the upregulated transcripts. The overall E-value of upregulated transcripts is significantly lower compared to both downregulated transcripts and unchanged transcripts (Fig 5C). These results suggest that *LncPHx2* could downregulate gene expression during liver regeneration, by directly binding to the mRNAs through the identified *LncPHx2* RNA-interacting motif

## Discussion

LncRNAs are often expressed only in certain tissues or during specific developmental stages [1, 4]. In order to characterize lncRNAs that regulate cell proliferation, we used a mouse PHx model, in which cells are synchronized to proliferate in response to the loss of liver mass. A large number of lncRNAs are differentially expressed over the time course of liver regeneration. One lncRNA, *LncPHx2*, which is highly induced during liver regeneration, was studied in detail. Depletion of *LncPHx2* by ASOs before PHx surgery led to more rapid liver mass recovery, increased cell proliferation, and faster recovery of liver function compared to mice treated with vehicle (Fig 3). Genome-wide gene expression profiling showed that depletion of *LncPHx2* during liver regeneration led to upregulation of genes that promote cell proliferation (Fig 4). Recently, several studies have shown that lncRNAs play important roles in regulating cell proliferation by controlling the expression levels of the cell-cycle regulators [43]. *NcRNA*_*ccnd1*_ and *Gadd7* induced by DNA damage, directly regulate the level of CCND1 and CDK6, and contribute to the cell cycle arrest caused by DNA damage [44, 45]. Our data here showed that *LncPHx2* induced by PHx *negatively* impacts the hepatocyte proliferation during the liver regeneration process in response to PHx—a self-tuning mechanism. In eukaryotes, many proteins such as INK4 proteins, CIP/KIP families, and p21 were known to serve as checkpoints to monitor cell cycle progression [46]. Different from these coding negative cell-cycle regulators that can halt cell-cycle progression completely, *LncPHx2* seems to play a moderate role in tuning cell proliferation rate when a robust cell proliferation is induced by PHx surgery. A recent study by Kambara et al showed that an IFN induced *lncRNA-CMPK2* acts as a negative regulator of a subset of IFN-induced gene to prevent excessive or uncontrolled IFN response [47]. Together, long non-coding RNAs add another layer of regulation to achieve the precise control of biological processes.

Interestingly, *LncPHx2* plays a more important role in regulating hepatocyte proliferation in regenerating livers than in normal livers or in liver cell lines. No measurable phenotype was observed in the normal mouse liver when *LncPHx2* was depleted by two different *LncPHx2* ASOs (data not shown). We only observed a slight inhibition of cell proliferation in cell lines when we overexpressed *LncPHx2* to more than 100-fold compared to endogenous level, and no measurable phenotypic changes were observed upon *LncPHx2* depletion (data not shown). Our study provided evidence that lncRNAs function as key modulators under stress conditions [1, 4]. Similarly, LncRNA PRINS (Psoriasis susceptibility-related RNA Gene Induced by Stress) was previously reported to be induced by serum-starvation, and promote cell viability only after serum starvation, but not under normal serum condition [48].

Although GSEA analysis showed that the gene expression profile upon *LncPHx2* depletion in regenerating mouse livers is similar to the gene expression pattern of mouse HCC, and the depletion of *LncPHx2* promoted hepatocyte proliferation after PHx, the depletion of *LncPHx2* did not promote tumorigenesis in the DEN-induced mouse HCC model (S5 Fig). These data suggested that *LncPHx2* is a negative cell proliferation regulator but not a tumour suppressor. However, it is possible that *LncPHx2* only protects against tumour initiation but not progression, which needs to be further investigated.

We searched for a human orthologue of *LncPHx2* and identified a region with sequence homology (Human hg19 chr2:208564953–208576096, 65.8%, UCSC TransMap analysis) in the human genome. We found no evidence of transcriptome activity in this locus in any available database. Since *LncPHx2* is expressed at very low levels in mouse tissues, with the exception of testis, it is possible that expression of the human counterpart of *LncPHx2* is induced under specific conditions, for example in injured livers.

Gene expression profiles showed that the depletion of *LncPHx2* leads to upregulation of cell cycle genes including those encoding E2F1, MCMs, histone proteins, and DNA polymerases (Fig 4). We also showed that in cell lines, *LncPHx2* is localized in the cytoplasm and associates with many mRNAs including *Mcm2*, *Mcm3*, and *Mcm7* (Figs 2 and 5). It is possible that *LncPHx2* downregulates gene expression by binding to these mRNAs and affecting their stability. We also evaluated proteins that are associated with *LncPHx2* using conditions modified to favour RNA-protein binding [49]. The proteins identified were mainly ribosomal subunits (data not shown). There have been reports that lncRNAs associate with ribosomes and generate small peptides [50]. *LncPHx2* contains one open reading frame encoding a peptide with 27 amino acids. We believe it is unlikely that *LncPHx2* is translated. First, the open reading frame in *LncPHx2* is not conserved. Second, the *LncPHx2* transcript lacks a Kozak sequence. Third, no matches were found in mouse or human proteomic databases to date (http://world-2dpage.expasy.org/repository/; http://reprod.njmu.edu.cn/cgi-bin/2d/2d.cgi). Recently, it was reported that lncRNA *GAS5* regulates *c-MYC* translation by association with the ribosome [51]. It is possible that *LncPHx2* regulates both mRNA stability and translation of its associated mRNAs. The detailed mechanism of action of *LncPHx2* remains to be elucidated.

## Supporting Information

S1 Fig Characterization of LncPHx2. (A) qPCR analysis of *Ccnyl1* mRNA expression during liver regeneration; *Ccnyl1* neighbours the *LncPHx2* gene. The RNA levels in the livers of mice subjected to sham surgery at time 0 after surgery were set as 1. Data were quantified and statistically analysed as in Fig 1C. (B) Reported transcription isoforms of *LncPHx2* (Ensembl). (C) qPCR analysis of *LncPHx2* levels in nuclear and cytoplasmic RNA fractions from MHT cells. *LncPHx2* level in total cellular RNA was set as 1.
(EPS)

S2 Fig *LncPHx2* depletion in MHT and BNL.CL2 cells by *LncPHx2* specific ASOs. qPCR analysis of *LncPHx2* levels after ASO treatment of (A) MHT cells and (B) BNL.CL2 cells. The *LncPHx2* levels in untreated (NT) cells were set as 1. Data were quantified and statistically analysed as in Fig 1C.
(EPS)

S3 Fig Depletion of *LncPHx2* leads to faster liver weight recovery at 48 hours after PHx. (A) Experimental procedure. Mice were given two doses of PBS or ASOs at 50 mg/kg (mpk) at time points (indicated by green arrows) before PHx surgery (indicated by red arrow). Animals were sacrificed to collect samples for phenotype study at 48 hours after PHx (indicated by blue arrow). n = 3. (B) qPCR analysis of *LncPHx2* depletion by ASOs in mouse livers 48 hours after PHx. The RNA level in the PBS-treated mouse liver at time 0 after PHx was set as 1. Data were quantified and statistically analysed as in Fig 1C. (C) Liver to body weight ratios were measured at 48 hours after PHx.
(EPS)

S4 Fig Genes promote cell proliferation are enriched in *LncPHx2*-depleted regenerating livers. Top positively associated pathways by GSEA analysis. (A) Enrichment plot, DNA strand elongation (Reactome) (M19312). (B) Enrichment plot, Meiosis (Reactome) (M529). (C) Enrichment plot, Meitotic recombination (Reactome) (M1011). (D) Enrichment plot, Telomere maintenance (Reactome) (M4052).
(EPS)

S5 Fig *LncPHx2* depletion does not promote tumour progression in DEN-induced HCC mouse model. (A) Enrichment plot of top negatively associated pathways by GSEA analysis. Left panel: Liver cancer DENA downregulated (Lee) (M1424): top 100 downregulated genes in mouse DEN-induced HCC. Right panel: Liver cancer MYC E2F1 downregulated (Lee) (M5636): top 100 downregulated in HCC from Myc/E2f1 double transgenic mice. (B) Enrichment plot of top positively associated oncogenic pathways by GSEA analysis. RB1 and RBL1 KO upregulated (M2802): top 150 upregulated genes in primary keratinocytes from RB1 and RBL1 skin specific knockout mice. BRCA1 KD upregulated (M2748): top 150 upregulated genes in MCF10A cells upon knockdown of BRCA1 gene by RNAi. (C) qPCR analysis of *LncPHx2* levels in DEN-induced mouse HCC tumour. The RNA level in the adjacent normal tissue was set as 1. Data were quantified and statistically analysed as in Fig 1C. N = 8. (D) Schematic of DEN-HCC model study design. (E) qPCR analysis of *LncPHx2* levels in tumour and adjacent normal tissues from mice treated with LncPHx2_ASO1 or a control ASO. *LncPHx2* levels in adjacent normal tissues of mice treated with PBS were set as 1. Data were quantified and statistically analysed as in Fig 1c. N = 10–12. (F) Numbers of tumours in mice treated as indicated. N = 10–12
(EPS)

S1 Table Differentially expressed mRNAs and lncRNAs during liver regeneration after PHx.

S2 Table Differentially expressed genes at 48 hours after PHx and sham surgery in PBS- and LncPHx2_ASO1-treated mouse livers.

S3 Table Transcripts identified in *LncPHx2* RNA-interactome study.

S4 Table Transcripts identified in both RNA-seq analyses in livers treated with LncPHx2_ASO1 and *LncPHx2* RNA-interactome study.

How the deposited data were processed for this re-analysis (not part of the article)

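Liver RNA of 25 mice was analysed, with 5 mice at each of 4 times after PHx and 5 sham operated mice, on 1 single-colour array each. The authors deposited 1 table of intensity values per probe and array on a linear scale. These deposited intensity values had nearly equal quartiles on all arrays and a lowest value near the background, so the authors had scaled them between arrays and had not subtracted a background to 0. The method of this scaling is not given in the sources used here. The methods name the vsn package, and the design written before the data were examined assumed values on that scale. As the table holds linear intensities, log2 was taken first and the test was otherwise kept as written. No probe was removed for low intensity, since the methods name no such filter. The 2 probes blank on every array were left out.

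A model with 1 mean per group was fitted to the log2 values of 35979 probes and all 25 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3. Each time after PHx was compared with sham, and successive times were compared with each other. A probe was called changed over the time course at a Benjamini-Hochberg adjusted p under 0.05 in the F test over the 4 comparisons with sham and an R-squared of at least 0.6 of the group-means model, and higher or lower at a time at an adjusted p under 0.05 in that comparison. The 2 thresholds are those that the methods state for maSigPro, which was not used here. The methods' regression on time was rebuilt as an alternative, of degree 3 and of degree 2, with the sham arrays repeated at all 4 times as Fig 1A draws them and with plain backward selection of terms. The paper's text does not name the degree. Group means of the changed probes were clustered with hclust. For the study's clusters 1 to 4, the mean over member probes was taken per array and compared with sham by two-sided exact permutation tests, adjusted over 16 tests. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

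The fit was tested on simulated data for PHx 36 h against sham with 35979 probes. It found 8 of 50 probes changed 1.2-fold, 42 of 50 changed 1.5-fold, and all 50 changed 2-fold and all 50 changed 4-fold, and called 6 unchanged probes. The regression of degree 3 found 200 of 200 probes changed by 8 SD and 2 of 3800 unchanged ones. A change of that size is found almost by necessity, so the result does not show how well smaller changes are found. The regression of degree 2 was not tested on simulated data. The number of arrays, 5 per group, limits the precision of every value.

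Gene names came from the 1998 rows of S1 Table at hand, which list 1943 distinct probes, 55 of them in 2 clusters. Of these probes, 1415 have a gene name in S1 Table, and 525 have neither a name there nor a current symbol. A further 2119 rows were not used here. Current symbols were looked up in a reference table of mouse genes for 1385 probes, 1374 of them by Entrez ID, 2 more by RefSeq accession and 9 more by Ensembl ID, and 288 of these symbols differed from the name in S1 Table. A putative lncRNA probe whose row gives the name of a protein-coding gene was called by its GenBank accession. A gene with several probes was represented by the probe with the highest mean over all arrays.

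The genes named in the text were chosen by a rule written before the data were examined, when the names and clusters of S1 Table, but no array values, had been seen. It takes the genes that the paper names, per time the 6 named genes with the largest rise and the 6 with the largest fall among those whose 5 arrays all lay beyond all sham arrays, up to 4 members of each gene list with the smallest p and the members that moved against their list, and the 10 putative lncRNA probes of clusters 1 and 4 with the largest rise at 36 hours. The times at which lists were discussed were chosen after the values were seen. The text gives the genes of this rule that bear on the conclusions. Tests of whole gene sets were planned only for an array named throughout and were not run.

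Alternatives to the normalization, centring, filter on dim probes, variance model, test, groups in the fit, replicate numbers and single arrays were set before the data were examined. A normexp background correction of the deposited intensities, with offsets of 50 and 16, was added after the data had been seen. Measurements other than the arrays, among them qPCR, RNA-seq after antisense treatment and the RNA interactome, were not analysed here.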

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

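The comparison of clock genes of 2 phases was set before its values were seen, and the tests of Per3 from 4 to 12 hours, of dim probes, of the regression's degree and of late falls were chosen after the results were seen.

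In 137 groups of 5 arrays, taken from the study's clusters and from the genes that the paper names or that changed most, 9 held 1 array far from the other 4. Chance gives this in about 5% of groups, and the number here lies near that. In sham livers, 1 array stood high for Arntl, at 8.43 on the log2 scale against 7.21 to 7.54 on the others, for Cdk1 at 8.58 against 6.98 to 7.40, for Cdkn3 at 7.59 against 6.24 to 6.55 and for Kif20a at 8.25 against 7.19 to 7.45. After PHx, 1 array stood low for Cyp2b19 at 36 hours, at 8.16 against 9.04 to 9.19, for Arntl at 12 hours, at 8.74 against 9.26 to 9.45, for Eln at 12 hours, at 11.56 against 12.15 to 12.18, and for Cdkn3 at 72 hours, at 10.62 against 11.77 to 12.01. Lmntd1 stood high on 1 array at 4 hours, at 9.51 against 8.59 to 8.74. Single arrays were left out for the times at which these genes had been selected, and no call of theirs at those times was lost.

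Of the 121 named probes compared at successive times, 9, each of another gene, had changes from sham that passed in opposite directions at 2 successive times, with a difference between these times that also passed. Pold3 and Rpa2 were lower than sham at 4 hours and higher at 12 hours, and rose between them by 1.19 and 1.51 on the log2 scale (adjusted p = 5.20e-09 and 4.90e-10 from limma). E2f1 was lower at 12 hours and higher at 36 hours, a rise of 3.51 (adjusted p = 4.28e-14 from limma). So were Pttg1 with a rise of 2.62 (adjusted p = 1.35e-09 from limma), Abcd2 with 2.54 (adjusted p = 5.30e-09 from limma), Scd2 with 2.12 (adjusted p = 3.55e-11 from limma) and Cxcl10 with 2.06 (adjusted p = 3.14e-12 from limma). The elastin gene Eln, a member of cluster 1, was higher at 36 hours and lower at 72 hours, with a difference of -3.16 (adjusted p = 7.56e-10 from limma). The clock gene Cry1 was likewise higher at 36 hours and lower at 72 hours, with a difference of -2.38 (adjusted p = 7.11e-10 from limma).

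Clock genes changed along the time course. Arntl had log2 fold changes of 0.01, 1.67, 2.12 and 0.74 at 4, 12, 36 and 72 hours, and Cry1 had -0.28, 1.18, 1.43 and -0.95. Both passed at 12, 36 and 72 hours (adjusted p of 0.00479 for Arntl and 8.02e-05 for Cry1 at 72 hours from limma), in opposite directions at 72 hours. Per3 was at least 0.71 and 0.86 lower than sham at 4 and 12 hours, where it lay at the level of the dimmest 30% of the array's probes, and had -0.50 and -0.38 at 36 and 72 hours. All sham livers on the arrays were taken at 4 hours, so livers at 12 and 36 hours may differ from them by clock phase as well as by PHx. Before the values were seen, Arntl and Cry1 had been listed as genes of 1 phase and Per3 as one of another, and time of day was taken to need opposite changes of the phases at 12 and at 36 hours, which lie 24 hours apart. The changes had opposite signs there, and their means differed by at least 2.27 on the log2 scale. Per3 was already lower at 4 hours, however, and its change from 4 to 12 hours did not pass (adjusted p = 0.439 from limma), while a further fall of so dim a probe could be missed. Time of day and an effect of PHx cannot be told apart for these changes, since the arrays hold no sham livers of 12 or 36 hours and only 3 clock genes, chosen by the study on these arrays, had a named probe. The hour of the operations is not given in the sources used here.

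The number of probes changed over the time course, 11586, was larger than the study's. It did not hold all probes that the study called changed. It held 428 of 431 probes of cluster 1 and 283 of the 285 of cluster 4 at hand. Of cluster 2 it held 432 of 562 (76.87%) and of cluster 3 600 of 720 (83.33%), and why the others did not pass was not tested. If dim probes near the background had been counted as changed, most of the counted probes would lie below the median probe in intensity, and 9.8% did, or 1136 probes against 10450 above it. A regression of degree 2 on time passed 5404 probes, so a model with few terms may account for part of a lower count. The regression enters each sham liver at all 4 times, 5 livers as 20 observations, so its p-values rest on more observations than there are livers. A regression of degree 3 passed 10227, and which degree the study used was not stated in its text. No biological explanation was tested, as both counts come from the same livers.

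At 72 hours, 612 probes were at least 2-fold lower than in sham livers. Their median log2 change was -0.29 at 4 hours, -0.70 at 12 hours, -1.18 at 36 hours and -1.30 at 72 hours. An early response to surgery in the sham livers, which were taken 4 hours after it, could give a fall at later times without any effect of PHx. Of these probes, 184 were already lower at 4 hours, when both groups had the same time since surgery, 357 did not pass and 71 were higher than sham. This does not decide, since a response that PHx had weakened by 4 hours would still raise the sham level that later times are compared with. An early response in sham livers and a later fall through PHx cannot be told apart for these 612 probes, because the arrays hold no sham livers of later times. Cxcl1 is among the 357, with a log2 intensity of 13.76 in sham livers and of 8.95 at 72 hours.

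Chance division of the arrays into groups can be excluded for the counts of changed probes. In comparisons of 2 groups, 4845 probes changed at 4 hours against at most 2 in the other divisions, 9596 at 12 hours against 0, 8817 at 36 hours against 21, and 9546 at 72 hours against 0. Over the time course, 11586 changed against at most 784. In each case 1 of 100 divisions, the real one, gave as many.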

How the results depend on the processing

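The normexp alternatives, and alternatives for comparisons between successive times, for dim probes among reversed probes and for single arrays in the study's clusters, were added after the data had been seen. For 22 main results under 412 alternatives, 395 values stayed within 1.5 times the count or within 1 SD of the value, pooled over the 2 groups compared, and 17 did not. Of 143 values of named genes under 1144 alternatives, 1132 kept direction and side of the threshold, 12 kept direction without passing, and none reversed. These 12 fell on 4 of the 143 values. Leaving out single arrays is not among the 1144 and is given apart below.

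With a change of at least 2-fold also required, 241 probes were higher and 134 lower at 4 hours, 607 and 1017 at 12 hours, 839 and 590 at 36 hours, and 769 and 612 at 72 hours, since fewer probes meet both thresholds. Without the R-squared threshold, 17610 probes changed over the time course, as 1 criterion less applies. The regression of degree 2 gave 5404 probes, 5147 of them also in the count of 11586, and that of degree 3 gave 10227, 9753 of them also in it. The cause was not tested. With average linkage the cluster that holds LncPHx2 had 2487 probes in place of 901, and the cause was not tested.

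For the study's clusters, the median over member probes in place of the mean gave -0.91 for cluster 2 at 12 hours, -0.87 for cluster 3 at 36 hours and 1.84 for cluster 4 at 36 hours. A normexp background correction with an offset of 16 gave 1.52 for cluster 1 at 36 hours, -0.88 for cluster 2 and -0.87 for cluster 3. These values keep their direction, and the cause was not tested.

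Without each array in turn, the count of probes changed over the time course was 11377 to 12568, the count reversed between 4 and 72 hours was 485 to 654, and the log2 fold change of LncPHx2 at 36 hours was 2.70 to 2.98. Malat1 at 36 hours, with an adjusted p of 0.0137, had one of 0.0537 without PHx 36 h replicate 1. Spic at 36 hours had one of 0.0522 without PHx 36 h replicate 2, and Per3 at 72 hours had one of 0.0584, 0.0545 and 0.0687 without sham replicates 1, 2 and 5. Lss at 36 hours, with an adjusted p of 0.0463, did not pass without any 1 of 7 arrays, sham replicates 2, 3, 4 and 5 and PHx 36 h replicates 3, 4 and 5, where it was 0.0557 to 0.168, nor after quantile normalization, with the replicate block or after either normexp correction.

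The replicate numbers did not pair the samples. Deviations of arrays with the same number had a median correlation of 0.03 (range -0.48 to 0.54), 11 of 50 pairs were over 0.1, and 6 of 25 arrays correlated best with their own number. With the number as a block, 13379 probes changed over the time course, 629 reversed, and 2129 were higher and 2214 lower at 4 hours, 5735 and 5342 at 12 hours, 4775 and 4451 at 36 hours, and 5389 and 4601 at 72 hours. For the 13379, R-squared was taken on values from which the block had been removed. Its threshold was thus easier to meet than for the 11586 without a block. In the same fit with the block, the results for single genes do not depend on R-squared. LncPHx2 at 36 hours was 2.87 higher (adjusted p = 8.86e-09 from limma). The methods' t-test after Benjamini-Hochberg adjustment gave 1930 probes higher and 1595 lower at 4 hours, 4450 and 4084 at 12 hours, 4206 and 3576 at 36 hours, and 4638 and 3715 at 72 hours. Without adjustment it gave 4577 and 3888, 6518 and 5812, 5941 and 5382, and 6328 and 5679.

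Signal over background limits dim probes, of which few were called. Of the changed probes, 1136 lay below the median probe in intensity, and the dimmest 10% of probes held 9 against 2433 in the brightest 10%.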

Differences from the paper's values

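The paper's count of changed mRNAs and putative lncRNAs is 4118 over its 9 clusters, and here 11586 probes changed over the time course at the same adjusted p and R-squared thresholds. The 4118 is a sum of cluster sizes, and 55 of the 1943 probes at hand are listed in 2 clusters. The paper's number of distinct probes is therefore lower. The models differ, since group means were fitted here and the methods name a regression on time. Of the alternatives set before the data were examined, the regression of degree 2 gave 5404 probes, which is within 1.5 times the paper's count, and no other alternative did. The test of the regression's degree as an account of the lower count was chosen after the results were seen. That regression, like the one of degree 3, counts the 5 sham livers as 20 observations, so its p-values rest on more observations than there are livers. The others were quantile normalization with 11646, median centring with 11562, the array without probes below the first quartile of intensity with 11504 and without those below the median with 10450, trend and robust estimation with 11585, the replicate block with 13379, no R-squared threshold with 17610, the regression of degree 3 with 10227, and single arrays left out with 11377 to 12568.

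The mean of cluster 1 at 36 hours lies about 1.7 above sham in Fig 1A, read by eye, and the value here was 1.35 on the log2 scale. For cluster 2 at 12 hours the figure shows about -1.0, and the value here was -0.77. For cluster 3 at 36 hours it shows about -1.1, and the value here was -0.78. For cluster 4 at 36 hours it shows about 1.9, and the value here was 1.40 over the 285 probes at hand. The figure's axis gives a normalized probe intensity, which by the methods is on the vsn scale, so both values need not be on 1 scale. Of the alternatives set before the data were examined, the median over member probes brought cluster 2, with -0.91, and cluster 4, with 1.84, to within 1 SD of the figure's value, by the larger SD of the 2 groups compared, and did not for cluster 1, with 1.46, and cluster 3, with -0.87. Quantile normalization brought none of them there, with 1.33, -0.75, -0.80 and 1.38. With a normexp correction with an offset of 16, chosen after the values were seen, cluster 1 was at 1.52, within 1 SD of the figure's value by the larger SD, 0.20, and clusters 2, 3 and 4 were not, at -0.88, -0.87 and 1.59. With an offset of 50, also chosen after the values were seen, none of the 4 was, at 1.31, -0.76, -0.77 and 1.35.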

Other observations

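The remaining gene lists had few members with a named probe, all from clusters 1 to 4, which the study chose on these arrays, and their counts at 36 hours are given here without a test of the list. Of 4 cytosolic chaperones, 4 were higher, with a median log2 fold change of 1.05, and so were 2 of 2 genes of fatty acid synthesis, Slc51b of bile acid transport, Lss of cholesterol synthesis and Gtse1 of 2 p53 targets. All 3 genes of the unfolded protein response were lower, most of all Chac1 with -2.61, as were F2 and F9 of the secreted proteins, Slc37a4 of gluconeogenesis, Arg1 of the urea cycle and Psmc6 of the proteasome. Of 5 genes of ribosome biogenesis, Tcof1 was higher and 4 were lower. Of 6 interferon response genes, 4 were higher, and Parp9 and Parp14 were lower. Of 3 genes with female bias in liver, Abcd2 was higher, and Cyp17a1 and Cyp2b9 were lower. The call of Lss did not hold without any 1 of 7 arrays.

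Markers of other cell types were few. At 36 hours Prtn3, a gene of neutrophil granules, was higher than in sham livers with a log2 fold change of 2.21, and at 72 hours with 3.16. The gut gene Fabp2 was higher with 0.89. Col14a1 of stellate cells was lower with -0.71, Anxa4 of cholangiocytes with -0.55 and Spic of macrophages with -0.35, a call that did not hold without PHx 36 h replicate 2. Of 2 endothelial genes, Clec1b was lower and Clec14a did not pass. Tbp, the housekeeping gene with a named probe, was lower at every time, with -0.68 at 4 hours and -1.06 at 72 hours, and at 36 hours it was lower under each scaling alternative.

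Malat1, an abundant nuclear lncRNA of cluster 2, was represented by 6 probes. Its brightest probe was lower at every time, with log2 fold changes of -0.74, -0.96, -0.64 and -1.59 at 4, 12, 36 and 72 hours. At 36 hours its call did not hold without PHx 36 h replicate 1. All 6 probes were lower at 12 and at 72 hours, 4 of them at 4 hours and 5 at 36 hours, and the others did not pass. The probe with the strongest call at 36 hours, IVGNm04959, had -1.34 (adjusted p = 4.67e-09 from limma).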
